A study of Mus musculus with 2 samples. Its data were reported in "Polymer Simulations of Heteromorphic Chromatin Predict the 3D Folding of Complex Genomic Loci" (2018).

How the data were processed

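Rad21, a subunit of the cohesin complex, was measured by chromatin immunoprecipitation on tiling arrays (ChIP-chip) in RAG cells, a mouse renal adenocarcinoma line in which the study describes Pax6 as inactive. The series holds 1 group of 2 arrays, each from its own flask of cells and numbered as replicates 1 and 2 by the labels. On each array ChIP DNA and input DNA, both amplified by whole-genome amplification and reamplified, were hybridised together in Cy3 and Cy5. Per the labels, Cy3 carried the input and Cy5 the ChIP DNA on both arrays, with no dye swap. The value table the authors deposited runs the other way, as described below, and the scanner files do not say what each channel holds. Results are therefore given by dye, the ratio is Cy5 over Cy3 throughout, and the channels are called the channel labelled ChIP (Cy5) and the channel labelled input (Cy3).

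The intensities the authors deposited are the output of Feature Extraction 10.5.1.1, which subtracted background with spatial detrending and scaled each channel by 1 linear dye factor, with no lowess term. The files also hold unprocessed median spot and background intensities, 0 or 1 quality marks for each spot, and the log10 ratios of Cy5 over Cy3 that the same software computed from the processed intensities. Those log10 ratios are given as the authors deposited them and served only to check the ratio computed here. Turned into log2 units and set against the log2 ratio of the processed intensities, they had a median absolute difference of 0.0 on replicate 1. The largest difference on either array was 0.3319 log2 units, so the match is not exact for every spot. Probe positions are in mm9 per the file headers, and the genome sequence and gene annotation used here (NCBIM37, GENCODE release M1) are of the same build. The log2 values the authors deposited as a table were made with Ringo according to the methods, which state no parameters. Its rows carry numbers that match no probe column. Probes ordered by their number as text, with the first 3 left out, matched it. Against the running median within 300 bp of each array's own log2 Cy5/Cy3, the deposited columns then had Pearson r of -0.964 (replicate 1) and -0.962 (replicate 2) across probes, with slopes of -0.965 and -0.953. Leaving out 2 or 4 probes instead gave r of -0.77 in replicate 1. The deposited values are thus smoothed log2 ratios of Cy3 over Cy5. They were used as an alternative with the sign turned.

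The log2 ratio of the processed intensities was centred on each array's median, with no loess or quantile normalization. Control spots and 27 spots marked as outliers were left out and copies of a probe were averaged, which left 170542 probes. Agreement between the arrays was given as Pearson r and Spearman rho across probes, which are not independent replicates. Probe ratios were averaged in fixed windows of 1 kb with at least 3 probes, and limma 3.58.1 (R 4.3.3) tested each window's mean of the 2 arrays against 0 with lmFit, eBayes and Benjamini-Hochberg adjustment, two-sided, at 0.05. Regions were called with a procedure of the Ringo type written anew. It took a running median within 400 bp on either side over both arrays (at least 5 values), a threshold at the 0.99 quantile of a null mirrored at the mode, at least 3 probe positions above it, and joined positions under 600 bp apart. These settings were taken from memory of that tool's documentation. Each direction's null comes from the values on the opposite side, so strong signal on one side raises the threshold of the other. Each array was also called alone. Overlap was counted from 1 bp and compared with 1000 circular shifts along the tiled sequence (one-sided permutation). Overlap of the joint call with the call on each array is partly built in, so the regions of each array alone were also compared with those of the other array. The 13 Capture-C viewpoints and 5 FISH probe spans of the methods (mm9) were used as fixed positions. Viewpoints named for CTCF and the others were compared with an exact permutation test, and spans with 1000 random spans of their length. The regions named in the text were fixed by rule as the viewpoints, the spans and the 10 enriched regions with the most extreme running median among those called on both arrays alone. No region higher in Cy5 met that rule, so it was applied to the call in the opposite direction, a choice made after the values were seen. Genes, exons and transcription start sites come from the annotation. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

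The limma step was tested on simulated data with 200 of 14947 windows shifted by 1 log2 unit. With noise drawn from the variance prior fitted to these arrays, 199 windows were recovered and 13 others were called. That noise follows the model limma assumes. The planted shift was also larger than the median log2 ratio of the windows called on the arrays, 0.51 on the Cy5 side and -0.73 on the Cy3 side. The recovery therefore does not measure sensitivity or false calls at the sizes called. A first version of the simulation with heavier-tailed noise recovered 0, so the window counts depend on the variance model. Region calling was tested with 200 planted regions 1.5 log2 units high on the real positions of 170542 probes with independent noise. All 200 were recovered, but 303 of the 504 regions called lay away from planted ones. Those had a median height of 0.2 against 1.26 at planted regions. The quantile threshold thus does not control false calls. In the simulation it was 0.16, against -0.63 and 1.1 on the arrays, so the simulated share of false calls cannot be carried over to the arrays.

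Alternatives covered normexp background correction, no background correction, loess, Tukey biweight centring of intensities without background correction, mode centring, the deposited log2 values, filters on dim and outlier spots, window size, eBayes with trend and robust, smoothing width, null quantile, region length, joining distance, the way replicates are combined, the overlap required, viewpoint window, and each array alone. Mean spot intensities were not among the columns, so median intensities took their place. Removing the trend on GC content of the surrounding 500 bp, leaving out saturated probes, a running median within 300 bp, 1 threshold for both directions and the comparison of the arrays called alone were added after the data were seen. With 2 arrays, leaving out 1 leaves no degrees of freedom for a test, so counts of windows beyond the region threshold were used there. The number of arrays limits the precision of every value.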

Results

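Rad21 binding was profiled on 2 arrays of 175053 spots from 170567 different probes, 60 bp long with a median spacing of 60 bp. The probes tile 11 segments that together span 17.4 Mb, among them 4.0 Mb of chromosome 2 around Pax6 (103500000 to 107499954, mm9). The 2 arrays form the only group, so every comparison is between the channels of an array, between positions, or between replicates. In the channel labelled input (Cy3) the median spot signal was 1072 on replicate 1 and 1369 on replicate 2, or 43.6 and 56.4 times the local background. In the channel labelled ChIP (Cy5) it was 3036 and 3685, or 19.8 and 23.4 times background. Spots well above background made up 97.1% (Cy3) and 99.0% (Cy5) of replicate 1 and 92.7% and 95.1% of replicate 2. Saturation was rare but mostly in Cy5, with 1902 and 1150 saturated spots against 50 and 29 in Cy3.

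The first question was how well the arrays agree, since this is the error behind all other values. The log2 ratio of Cy5 over Cy3 had an SD across probes of 0.52 on replicate 1 and 0.44 on replicate 2. Across 170542 probes the replicates had a Pearson r of 0.49 and a Spearman rho of 0.427. After smoothing with a running median, r rose to 0.669 and rho to 0.517. Probes are not independent, so no p-value is attached. The authors' deposited values, which are already smoothed, moved r most, to 0.611, while signals with no background correction moved rho most, to 0.492. The tails of the running median were uneven. Over both arrays, its 0.1% of lowest positions lay below -1.95 and its 0.1% of highest positions above 0.9.

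**Figure D1:**
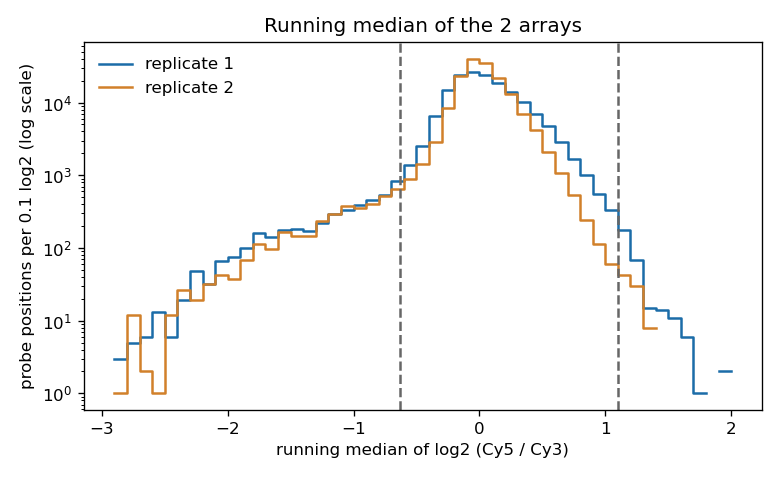
Number of probe positions (vertical axis, log scale) at each running median of log2 Cy5/Cy3 (horizontal axis) for replicates 1 and 2, with dashed lines at the region thresholds of -0.63 and 1.1. Both replicates have a longer tail on the negative side, where Cy3 is higher.

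Cohesin sites serve in the study to place loop anchors along chromatin beads of 1 kb, so the ratio was tested in 1 kb windows. Of 14947 windows, 819 were higher in Cy5, the channel labelled ChIP, and 552 were higher in Cy3, the channel labelled input, at an adjusted p under 0.05 (limma). The windows higher in Cy5 had a median log2 ratio of 0.51, and 5 of them passed 1 log2 unit. Those higher in Cy3 had a median of -0.73, and 168 passed 1 log2 unit in that direction. The most extreme windows were at 1.1 and -2.39. The count on the Cy5 side was the least stable, and fell to 0 with a trended, robust variance prior, under which 648 windows were higher in Cy3. At an unadjusted p under 0.05 that fit had 2242 windows on the Cy5 side and 1537 on the Cy3 side.

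Enriched regions were then called in each direction. In the labelled direction, with Cy5 higher, there were 5 regions beyond a threshold of 1.1, with a median length of 240 bp and a most extreme running median of 1.29. In the opposite direction there were 210 regions beyond -0.63, with a median length of 1130 bp and a most extreme running median of -2.86, and they covered 1.53% of the tiled sequence. These counts are not on an equal footing, because each threshold is set from the values on the other side. With the threshold at 0.63 in both directions, a choice made after the data were seen, 190 regions were higher in Cy5 and 210 in Cy3. Their median lengths were 360 and 1130 bp, and the medians of their extremes were 0.75 and -1.29. The running median of replicate 1 minus that of replicate 2, scaled to the size of a mean, holds no shared signal and gave 4 regions on the Cy5 side and 0 on the Cy3 side at that threshold. With a threshold set from its own values it gave 934 and 31, at lower thresholds of 0.25 and -0.4.

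Each array was called alone to see which regions recur. None of the 5 regions higher in Cy5 overlapped calls on both arrays, and of the 210 higher in Cy3, 161 (76.7%) did. At the common threshold these shares were 30.0% and 86.7%. Because the regions were called on both arrays together, some overlap is built into these shares, and no p-value is attached. The arrays were therefore also compared with each other, each called alone, a test chosen after the data were seen. Higher in Cy3, 162 of the 172 regions of replicate 1 (94.2%) overlapped one of replicate 2, against 2.59% after circular shifts, and 162 of the 218 of replicate 2 (74.3%) overlapped one of replicate 1, against 2.06%. Both had a one-sided permutation p of 0.001, the smallest 1000 shifts can give. Higher in Cy5, 0 of the 30 regions of replicate 1 and 0 of the 13 of replicate 2 did so (permutation p = 1.0). At the common threshold the Cy3 shares were 79.0% and 83.9%. The Cy5 shares were 9.0% of 659 regions and 25.8% of 233, against 1.37% and 3.86% after shifts, again with the smallest permutation p. Such agreement exceeds random placement but includes any sequence effect that both arrays share. Regions higher in Cy3 were present in all 11 segments, from 8 per Mb in the tiled segment of chromosome 1 to 42.5 per Mb in that of chromosome 11. The Pax6 segment held 48, or 12 per Mb. By the annotation at their summits, 108 were intergenic, 93 intronic, 5 exonic outside untranslated regions and 4 in untranslated regions.

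The 10 most extreme regions called on both arrays were all higher in Cy3, the channel labelled input. The first lay on chromosome 3 at 35871005 to 35874134, in an intron of Mccc1, with a mean log2 Cy5/Cy3 of -1.52 ± 0.15 (SD, n = 2) and a most extreme running median of -2.86. The next was on chromosome 14 at 49857533 to 49860045 in an intron of 1700011H14Rik, at -1.55 ± 0.06. An intergenic region on chromosome 8 at 12563693 to 12565698, nearest to the start of Spaca7, had -1.7 ± 0.19. Within the chromosome 2 segment, a region at 104284128 to 104285507 in an intron of Hipk3 had -1.8 ± 0.09. The other 6 lay in introns of Ccbe1, Qrfpr and 5330437I02Rik or between genes, with means from -1.63 to -1.09.

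The viewpoints from which the study captured chromatin contacts include 7 named for CTCF, the protein at which cohesin is retained, and 6 named for a promoter or enhancer. The study designed its capture targets to sites of CTCF or cohesin, to enhancers and to promoters. Comparisons between the viewpoints thus run on positions picked as such sites, and are descriptions rather than independent evidence. The CTCF-named viewpoints had a mean log2 Cy5/Cy3 of -0.76 and the others -0.08, a difference of -0.68 (two-sided exact permutation test over 1716 splits, p = 0.0198). A 3 kb window in place of 1 kb reduced the difference to -0.37, with an exact p of 0.0624. In the limma fit, 5 of the 7 CTCF-named viewpoints and 1 of the 6 others were past the threshold, both over all windows and adjusted over the list alone. CTCF6, upstream of Pax6, was at -1.61 ± 0.3 (SD, n = 2; limma adjusted p = 0.000409 over all windows and 1.38e-05 adjusted over the list alone). CTCF10B followed at -1.48 ± 0.07 and CTCF5, in an intron of Elp4, at -0.82 ± 0.07. CTCF4 and CTCF7 were at -0.67 ± 0.02 and -0.6 ± 0.15. The remaining pair, CTCFp11 and 7CE12_CTCF, lie in introns of Pax6 and were at 0.06 ± 0.04 and -0.19 ± 0.08, with limma adjusted p of 0.753 and 0.264. Elp4_pro was at -0.39 ± 0.03, with a limma adjusted p of 0.0493. The 3 Pax6 promoters were between -0.1 and -0.03, Rcn1_pro was at 0.02 and e200_Enh at 0.09, none past the threshold.

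**Figure D2:**
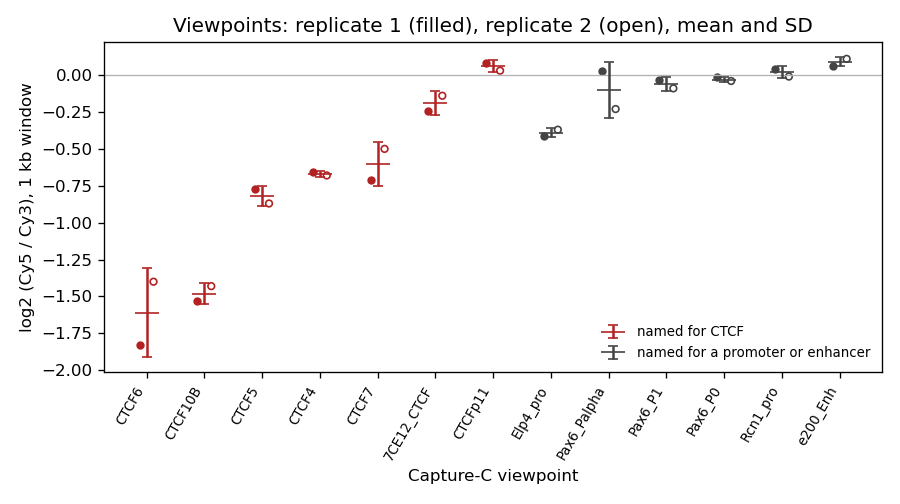
Mean log2 Cy5/Cy3 in a 1 kb window (vertical axis) at each of the 13 viewpoints (horizontal axis), with replicate 1 as filled points, replicate 2 as open points, and the mean and SD as bars. The 5 lowest viewpoints, from -1.61 to -0.6, are all named for CTCF.

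No viewpoint overlapped a region higher in Cy5. Circular shifts gave 0.003 on average, so this absence decides nothing. Those overlapping a region higher in Cy3 numbered 5 of 13, against 0.364 after circular shifts (one-sided permutation p = 0.001). They were CTCF4, CTCF5, CTCF6, CTCF7 and CTCF10B, of which the regions at CTCF6 and CTCF10B were called on both arrays alone and those at CTCF4, CTCF5 and CTCF7 were not. With replicate 1 called alone the count was 2 (permutation p = 0.031), and with replicate 2 alone it was 4 (permutation p = 0.002).

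The spans painted by FISH probes compare the upstream and downstream regulatory regions (URR and DRR) with the gene and its neighbours. URR, DRR and Elp4 each held 1 region higher in Cy3 and the Rcn1 and Pax6 spans held 0, where random spans of these lengths held 0.48 to 0.54 on average. The URR region was called on both arrays alone, and the DRR and Elp4 regions were not. None held a region higher in Cy5, which decides nothing, since random spans held 0.01 on average. Mean log2 Cy5/Cy3 over the whole span was -0.09 ± 0.01 for URR and 0.21 ± 0.03 for DRR (SD, n = 2), at the percentiles 15.0 and 84.4 of random spans. The DRR mean depended on the scaling and was 0.02 with loess and 0.04 under normexp. No region higher in Cy3 overlapped the Pax6 gene itself (chromosome 2, 105509053 to 105543317). The nearest summit upstream of it was 52.3 kb away, in a region at 105455367 to 105457529 with a mean of -1.22 ± 0.22. Downstream the nearest was 97.3 kb away, in a region at 105640103 to 105640762 with -0.91 ± 0.04 that was not called on both arrays alone.

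**Figure D3:**
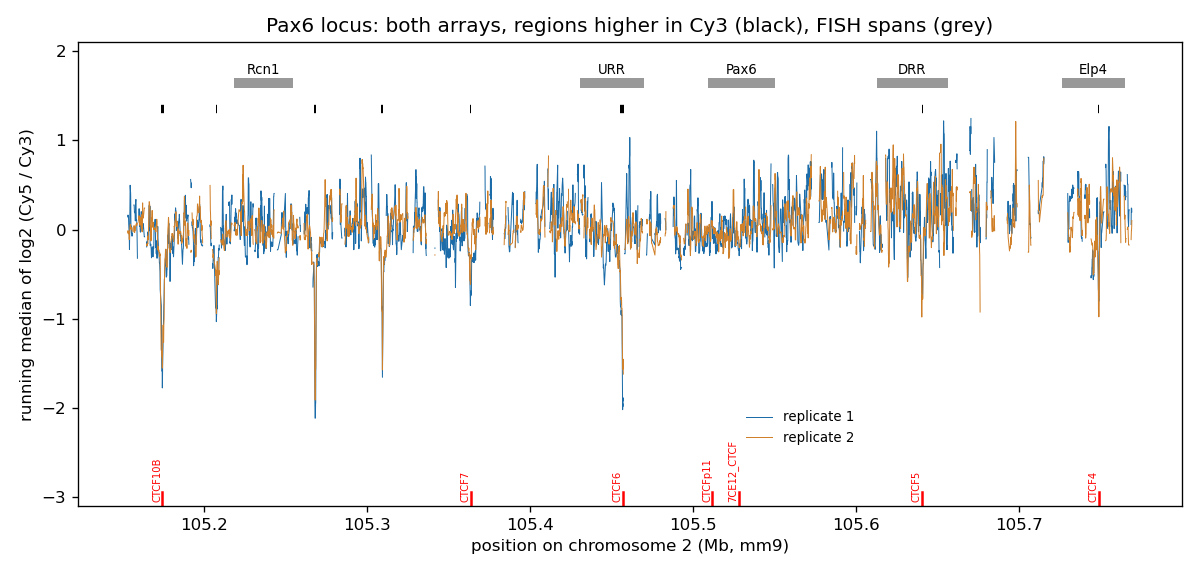
Running median of log2 Cy5/Cy3 (vertical axis) along the Pax6 locus on chromosome 2 (horizontal axis, Mb, mm9) for replicates 1 and 2, with regions higher in Cy3 as black bars, FISH spans as grey bars and CTCF-named viewpoints in red. The narrow minima at CTCF6 and CTCF5 lie on either side of the Pax6 span, which holds 0 such regions.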

Values the study reported

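The study placed enhancer regions of Pax6 about 50 kb upstream and about 95 kb downstream of the gene. It described the Agilent arrays for Rad21 as covering 4 Mb at Pax6.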

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

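The alternatives were fixed before the data were examined, except the GC correction, the removal of saturated probes, the 300 bp running median, the common threshold and the comparison of the arrays called alone, which were chosen after seeing the data. No paired analysis was possible because there is 1 group.

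The region count on the Cy3 side stayed within 1.5 times of 210 under all alternatives except the GC correction, which gave 344. That correction moved the threshold from -0.63 to -0.41, and at the unchanged threshold it gave 224 regions. The share of the joint call found on both arrays ranged from 59.9% to 86.7%, in which some overlap is built in. With each array called alone, 94.2% and 74.3% of regions were found on the other array, and 79% and 83.9% at the common threshold. This comparison was not run under the other alternatives. Viewpoints in such regions fell to 2 at the strictest null quantile and 3 with at least 10 positions. With a single array, they ranged from 2 to 4. The 3 such regions in the spans became 5 under normexp, loess and the lowest null quantile, 1 at the strictest quantile, and ranged from 1 to 3 with a single array. The permutation p for the viewpoints, 0.001 over both arrays, rose to 0.026 at the strictest quantile and 0.031 with replicate 1 alone. It was 0.002 with replicate 2 alone and at most 0.004 under the remaining alternatives run on the viewpoint count. The GC correction was not among those. Region counts from a single array were 172 to 218, and windows beyond the threshold 328 to 380. The causes of the other changes were not tested.

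The Cy5 side moved more. Its 5 regions became 0 under normexp, loess, the strictest quantile, at least 10 positions or the GC correction. There was 1 with no background correction (whether centred on the median or by Tukey biweight), the widest running median or at least 6 positions. Probes well above background and the deposited values gave 2, the mean of the running medians and removal of saturated probes 3, and the 300 bp running median 9. The lowest null quantile gave 1592 and the common threshold 190. Single arrays gave 13 to 30. The share of the joint call found on both arrays rose from 0 to 16.7% with a 200 bp running median, 30% at the common threshold and 48.8% at the lowest quantile, again with overlap built in. With each array called alone, 0 of the regions of either array were found on the other, and 9% and 25.8% at the common threshold. The joint share has no value where no region was called. Regions in the spans rose from 0 to 22 at the lowest quantile and ranged from 0 to 2 with a single array. Windows beyond the Cy5 threshold, 1 over both arrays, ranged from 4 to 23 with a single array. Thresholds explain the common-threshold and quantile changes by construction. For the rest the cause was not tested.

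Window counts on the Cy5 side, 819 in the chosen fit, were 1358 with no background correction, 1539 with Tukey biweight centring of the same uncorrected signals, 1909 with mode centring, 1416 in 500 bp windows, 318 for probes well above background, 200 with loess, 180 with the deposited values, 125 with the GC correction and 0 with a trended, robust prior. On the Cy3 side only the 500 bp windows moved past 1.5 times 552, to 877. Windows of 500 bp and 2 kb divide the same sequence into other totals, so their counts cannot be set directly against those of 1 kb windows. The Cy5 share of calls, 59.7%, was 47.1% under normexp, 26.6% with loess, 78.0% with mode centring, 38.9% for probes well above background, 30.4% with the deposited values, 20.3% with the GC correction and 71.2% in 2 kb windows. Mode centring raised the log2 ratios of replicates 1 and 2 by 0.08 and 0.03, so a shift of this size took the Cy5 count from 819 to 1909.

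Probe agreement, r = 0.49 and rho = 0.427, was 0.504 and 0.393 under normexp, 0.559 and 0.492 with no background correction (the same for both centrings, since a constant leaves r and rho as they are), 0.445 and 0.366 with loess, and 0.611 and 0.455 with the deposited values. For probes well above background r was 0.52. The viewpoint difference kept its direction under the 13 alternatives run on it. It lost the 0.05 threshold only in 3 kb windows, at -0.37, and single arrays gave -0.76 to -0.61. No single viewpoint changed its side of the list threshold and no span or named region changed sign under the alternatives run on them. The DRR span mean, 0.21, nevertheless fell to 0.02 with loess, 0.04 under normexp and 0.11 for probes well above background, and that of Elp4 from 0.19 to 0.03, 0.06 and 0.11. Pax6_P0 and Rcn1_pro, which are near 0 and not past the threshold, did change sign. The median signal was at least 19.8 times background in both channels. Dim spots still mattered on the Cy5 side, since keeping only probes well above background took its windows from 819 to 318.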

Other observations

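The test of the windows on GC content was chosen after its result was seen. The other tests were set out before their results were seen, although the patterns themselves were found in these data.

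The labels put ChIP DNA in Cy5, but the taller and wider regions were higher in Cy3, and the deposited values have the sign of Cy3 over Cy5. A candidate explanation is that ChIP DNA was in Cy3. If so, sites where cohesin is retained would carry the CTCF core motif (CCASYAGRKGGC, at most 1 mismatch). Within 500 bp of the summit, 63.3% of the 210 regions held it, against 7.4% of tiled sequence matched on GC content (one-sided permutation p = 0.001, adjusted 0.004 over 4 tests). Of the 190 regions higher in Cy5 at the common threshold, 2.6% held it against 3.7% of matched sequence (permutation p = 0.8202). The reversed core served as a control and was in 1.4% of the Cy3 regions against 1.2% of matched sequence. The tables argue against GC content as the whole cause, since 100.0% of the Cy3 regions were still called after the trend on GC content was removed, and 92.9% at an unchanged threshold. Saturation of Cy5 touched 43 of these regions, and 99.5% were still called with every saturated probe left out. These values are consistent with ChIP DNA in Cy3 on both arrays. A swap at labelling and an error in the labels remain open, and no dye swap was analysed here.

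Signal on the Cy5 side followed sequence content. The log2 Cy5/Cy3 of single probes fell with GC content, with a Spearman rho of -0.384 on replicate 1 and -0.275 on replicate 2 across probes. After this trend was removed, 0.0% of the 5 regions higher in Cy5 were called, and 18.4% of the 190 at the common threshold. Of the 819 windows higher in Cy5, 14.9% stayed past the threshold, against 83.2% of the 552 higher in Cy3. Much of the Cy5 side may therefore be a GC effect of amplification, labelling or hybridisation, which these tests do not separate. Loess and the filter on dim spots, which hold no GC term, also lowered the 819 windows, to 200 and 318. An effect of intensity was thus not separated from one of GC content. The design has no groups that would give a biological explanation. The CTCF motif, 2.6% against 3.7% in matched sequence, was not more frequent in the 190 regions, and start sites in the 5 regions were too few to judge. No biological explanation was tested for the windows.

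Among 4484 probes with copies, all in 1 segment of chromosome 8, copies on 1 array had an SD of 0.06 (replicate 1) and 0.059 (replicate 2), and the same spot had an SD of 0.248 between arrays, 4.19 times as much. These values argue against spot noise within an array as the main source of the disagreement at these probes. The arrays come from separate cultures and hybridisations, which differ by more than spots on 1 array by design. The ratio does not separate those sources.

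The remaining tests were undecided. Regions higher in Cy3 that held a transcription start site numbered 8, against 4.08 after circular shifts (one-sided permutation p = 0.0509, adjusted 0.0679). Of the 5 regions higher in Cy5, 0 held one, which is too few to judge. Regions with the CTCF motif were more extreme than those without by a median of 0.21 log2 units (-1.31 and -1.1; two-sided permutation p = 0.042, adjusted 0.0679), so the relation failed the correction.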
